A study of Escherichia coli str. K-12 substr. MG1655 with 6 samples. Its data were reported in "A dual program for CRP-mediated regulation in bacterial alarmone (p)ppGpp" (2024).

How the data were processed

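The RNA-seq libraries of 6 Escherichia coli K-12 MG1655 cultures were analysed. All cultures were grown in LB, a rich medium, and, per the labels, overexpressed ribosomal protein S1 after induction. The overexpressed protein was the unchanged S1 (strain S1WT, 3 libraries) or S1 with glutamine in place of lysine 247 (strain S1K247Q, 3 libraries), a change that mimics an acetylated lysine. Per the labels, 1 mM IPTG was added at an optical density of 0.6 and cells were collected after 3 h of induction. The study's strain list gives its S1 strains as lacking the native rpsA gene, so whether a native copy was also present in these cultures is not settled. Per the labels, the molecule was total RNA, isolated with Trizol, and libraries were made with a NEBNext Ultra kit. The same label also describes pelleting ribosomes through sucrose before the RNA was isolated, without saying to which libraries this applied, while the study's methods name total RNA apart from the RNA of pelleted ribosomes. If it applied to these, the FPKM would measure RNA that pelleted with ribosomes and not all mRNA. The titles of these libraries begin with RNA, which argues against that. Groups and replicate numbers were taken from the sample titles.

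Per the study's methods, the authors aligned paired-end reads to the MG1655 genome with STAR, counted them per gene with featureCounts and divided by gene length and library total. The deposited values are therefore FPKM, fragments assigned to a gene divided by its length in kilobases and by the library total. The strand setting, the annotation version and any filter were not stated. The authors ran edgeR on their own counts at a false discovery rate of 0.01 for RNA-seq, and that threshold was kept here. FPKM are relative values: a gene that takes a larger share of a library lowers all others. No external standard was stated, so the total amount of mRNA per cell is unknown. The table holds 6 further columns of per-sample values that matched no sample of this series, and these were not used in any step. Their names begin with RNC, the study's term for ribosomes with nascent chains. The names of the columns used begin with RNA.

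The table names genes by locus tag. All 4511 locus tags matched the RefSeq gene table of assembly ASM584v2, which was used for symbols, gene classes, lengths and for which genes neighbour each other. FPKM multiplied by that length gave whole multiples of a single step in every library for 4509 genes. The tolerance for a whole fragment was 0.01, and the number of fragments behind each value could thus be recovered. The libraries held from 2671306 to 4171424 fragments assigned to genes. A count of 3 fragments was taken as the floor, the upper limit that a count of 0 allows, which corresponds to between 7.19e-05% and 0.000112% of a library. This floor covers counting error only, since fragments amplified by PCR are not independent molecules. Pairs of replicates were compared with a chi-square statistic over genes with at least 20 fragments. It ranged from 2.72 to 18.9 per degree of freedom, so no pair differed by as little as sampling noise and none was treated as a library deposited more than once.

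FPKM were transformed as log2(FPKM + 1). Genes with an FPKM of at least 1 in at least 3 of the 6 libraries were tested, 4338 in all. S1K247Q was compared with S1WT with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with no covariate. P-values are 2-sided and adjusted with the Benjamini-Hochberg method, and the threshold was an adjusted p-value of 0.01. Log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes, except where another pseudocount or voom is named. Errors beside means are SD over 3 libraries, and SE beside a log2 fold change is limma's moderated standard error. For a gene with at most 3 fragments in each library of a strain, a fold was computed against the floor and is a lower bound.

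A total of 8 gene sets were tested with camera in limma at a preset inter-gene correlation of 0.01, adjusted over the sets with a threshold of 0.05. The same sets were tested with the correlation estimated from the residuals and with fry, which asks whether a set changed at all and not whether it changed more than other genes. Before the data were examined, the design, the gene sets, the settings to be varied and the rule for named genes were fixed. By that rule rpsA, relA, spoT, crp and yfiQ were always reported, cmk and ihfB were reported as chromosomal neighbours of rpsA, and the 5 genes with the largest rise and the 5 with the largest fall were added. These were drawn from genes with an adjusted p-value under 0.01, with all libraries of a strain above all libraries of the other, and with a mean FPKM of at least 10. The table listed yfiQ under its other symbol, patZ.

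The alternatives were a pseudocount of 0.1 or 5, no filter on low values, an FPKM of at least 10 in at least 3 libraries, scaling each library by its median ratio to the mean library, quantile normalization, rescaling to the genes other than the 20 most abundant, eBayes without trend, array weights, a threshold of 0.05, an absolute log2 fold change of at least 1, each library left out in turn, and the replicate number as a block. Limma voom on the recovered fragments, without and with median scaling, and a restriction to genes of at least 200 bp were added after seeing the data.

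Lists of genes were also set against 10000 random lists in which each gene was replaced by 1 of the 50 genes nearest to it in mean FPKM and length. The lists drawn up after the data had been examined held the genes of 4 prophages, 61 genes of silent fimbriae, a degenerate secretion system and the bgl operon (54 found in the table), 30 genes repressed by H-NS, and 32 genes for transcription factors. Genes next to tRNA genes were the 2 nearest protein-coding genes on each side. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used, and plots were drawn with matplotlib 3.10.9.

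The procedures were tested on simulated data. Fragments were drawn for the real genes from their mean shares and the real library sizes, with a dispersion of 0.02 and 200 genes changed 2-fold or 4-fold in either direction. Of 4339 genes tested, limma on log2 FPKM called 73.5% of the 200 changed genes, 100% of the 89 changed 4-fold, and 2 unchanged genes. Voom called 93% of the changed genes and 1 unchanged gene. The changed genes were drawn only from well-covered genes that were not among the most abundant, so these rates do not cover genes with few fragments. The matched lists were tested on other simulated values, normal deviates that rose with level and were independent between genes. Their lists were drawn from genes with a mean FPKM below the median. Of 400 unchanged lists of 60 genes, 34 had a median among the lowest 5% of their matched lists, which is more than the nominal share. All 400 lists lowered by 1 on the log2 scale did. Lists of genes that change together, such as those of an operon, were not simulated. The result of 1 further test is not reported here.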

Results

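To ask how an acetyl-mimetic change of ribosomal protein S1 alters the transcriptome, RNA-seq was carried out on E. coli cells that overexpressed S1K247Q or S1WT. S1 is the ribosomal protein that helps mRNAs attach to the small subunit, and it is encoded by rpsA. Each strain was represented by 3 libraries. The S1K247Q libraries held 2784301, 4171424 and 3458051 fragments assigned to genes, and the S1WT libraries held 3910297, 2840693 and 2671306. The table gave FPKM for 4511 genes. Correlations of log2(FPKM + 1) across genes ranged from 0.969 to 0.975 between libraries of the same strain and from 0.869 to 0.898 between strains. These are correlations across genes, which are not independent replicates. The first principal component separated the strains and held 76.8% of the variance.

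A few genes took most of each library. The 20 most abundant genes of each library took 65.7%, 66.2% and 67.9% of the fragments in S1K247Q and 65.6%, 64.5% and 64.0% in S1WT. The RNA of ssrA, a stable RNA that rescues stalled ribosomes, took 17.8% ± 1.92 of the fragments in S1K247Q and 15.3% ± 1.40 in S1WT (SD, n = 3 each). The median FPKM over all genes was 18.7 ± 1.25 in S1K247Q and 28.6 ± 2.29 in S1WT, and the ranges of the strains did not overlap. The number of genes listed at 0 was 240, 179 and 237 in S1K247Q and 123, 131 and 118 in S1WT. tRNA genes took 0.0413% ± 0.00272 of the fragments in S1K247Q and 0.162% ± 0.0352 in S1WT.

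The construct was examined first. rpsA (b0911) reached 179406, 179061 and 172778 FPKM in the S1K247Q libraries and 196311, 183758 and 206059 FPKM in the S1WT libraries. These values corresponded to 29.6% ± 0.625 and 32.7% ± 1.87 of all fragments (SD, n = 3 each). Fragments of all rpsA copies in a cell are counted together, and the values do not show which S1 variant was expressed or whether a native copy was present. The log2 fold change of rpsA was −0.14 (SE 0.14, adjusted p = 0.427), so the difference between strains was within the error, although all 3 S1WT libraries lay above all 3 S1K247Q libraries. In the ASM584v2 gene order, cmk and ihfB lie on either side of rpsA. cmk (b0910) reached 84.0 ± 13.6 FPKM in S1K247Q and 97.0 ± 19.0 in S1WT, with a log2 fold change of −0.20 (SE 0.17, adjusted p = 0.348). ihfB (b0912) was higher in S1K247Q, at 655 ± 119 FPKM against 298 ± 63.7 FPKM, with a log2 fold change of 1.14 (SE 0.18, adjusted p = 0.000871).

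Next, the strains were compared gene by gene. Of 4338 genes tested, 1812 had an adjusted p-value under 0.01. Of these, 422 were higher and 1390 were lower in S1K247Q, so 23.3% of the calls were higher. With a minimum absolute log2 fold change of 1, 215 genes were higher and 1110 were lower. The groups did not overlap for 2807 genes, or 64.7% of those tested, where chance gives 10%. The median log2 fold change of all genes was −0.49, and 70.2% of the genes lay below 0. Scaling moved the split most. After each library was scaled by its median ratio to the mean library, 924 genes were higher and 801 were lower, and 53.6% of 1725 calls were higher. Of the 1812 genes called on FPKM as deposited, 1222 were called again after this scaling, all in the same direction. Changes of single genes are therefore given below on FPKM as deposited and, where it matters, relative to the median of all genes.

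**Figure D1:**
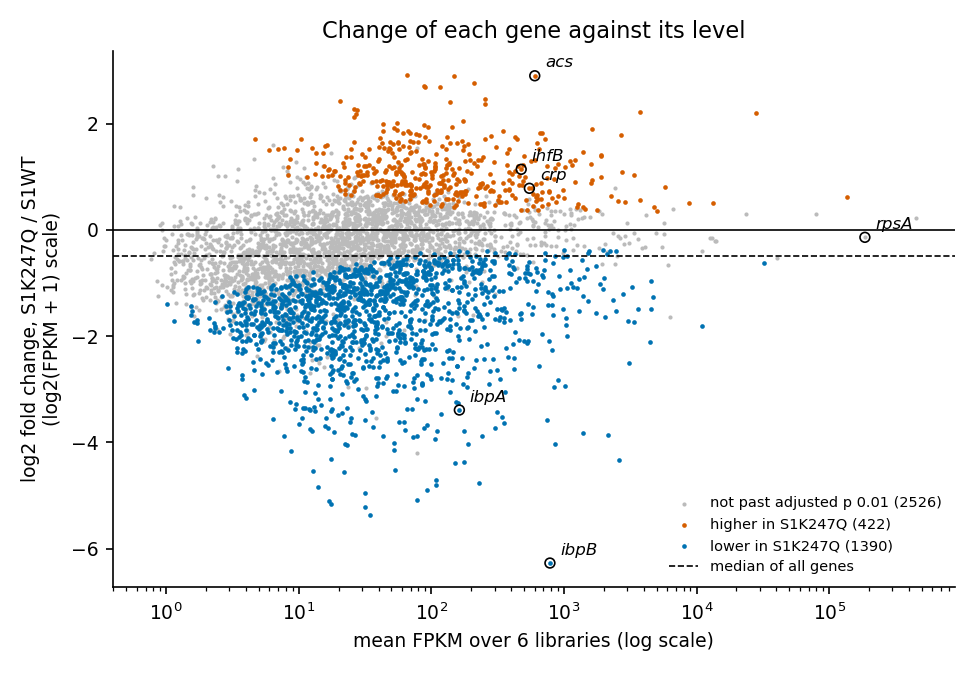
Each point is a gene, with its mean FPKM over the 6 libraries on a log axis and its log2 fold change between S1K247Q and S1WT on the vertical axis. The 1390 genes lower in S1K247Q (blue) outnumber the 422 higher ones (orange), and the median of all genes (dashed line) lies at −0.49 on FPKM as deposited. After median scaling the counts were 801 and 924.

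The study compared the mRNA levels of relA, spoT and crp between the strains. relA and spoT encode the enzymes of (p)ppGpp metabolism, and crp encodes the cAMP receptor protein. The labels name total RNA but also describe a step that pellets ribosomes. The titles and columns of these libraries are named RNA and the unused columns RNC, which argues against that step here. These FPKM are therefore read as mRNA levels, although the labels do not state this outright. relA (b2784) reached 22.3 ± 1.76 FPKM in S1K247Q and 15.0 ± 1.58 FPKM in S1WT. Its log2 fold change was 0.54 (SE 0.18, adjusted p = 0.0288), which did not pass the threshold of 0.01. All 3 S1K247Q libraries were above all 3 S1WT libraries, and between 81 and 209 fragments stood behind each value. After median scaling relA passed the threshold, with a log2 fold change of 0.99 (adjusted p = 0.00181). Its adjusted p ranged from 4.06e-05 to 0.0870 over the 19 alternatives that gave it a value. spoT (b3650) reached 22.4 ± 1.69 FPKM in S1K247Q and 23.9 ± 3.71 FPKM in S1WT, with a log2 fold change of −0.084 (SE 0.18, adjusted p = 0.701). Its sign turned to 0.37 after median scaling (adjusted p = 0.0571), and it had no sign that held over the alternatives. Its adjusted p ranged from 0.0182 to 0.990 over 19 alternatives. crp (b3357) was higher in S1K247Q in all 3 libraries, at 694 ± 35.3 FPKM against 404 ± 31.2 FPKM, which is 1.72-fold. The log2 fold change was 0.78 (SE 0.093, adjusted p = 0.000224), and it ranged from 0.73 to 1.25 over 19 alternatives, with an adjusted p-value of at most 0.00310.

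The mRNA for the acetyltransferase YfiQ, which modifies S1, did not differ beyond the error on FPKM as deposited. yfiQ (b2584) reached 52.5 ± 2.97 FPKM in S1K247Q and 54.8 ± 5.03 FPKM in S1WT, with a log2 fold change of −0.057 (SE 0.13, adjusted p = 0.721). Median scaling turned its sign, to 0.40 (SE 0.098, adjusted p = 0.0102). With voom and median scaling it passed the threshold, at 0.41 (adjusted p = 0.00183). Relative to the median of all genes, relA lay at 1.03, spoT at 0.41, crp at 1.28, yfiQ at 0.44 and rpsA at 0.35 on the log2 scale. Of the 7 genes fixed in advance, 2 passed the threshold over all genes tested (crp and ihfB), and 2 passed when adjusted over the list alone.

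**Figure D2:**
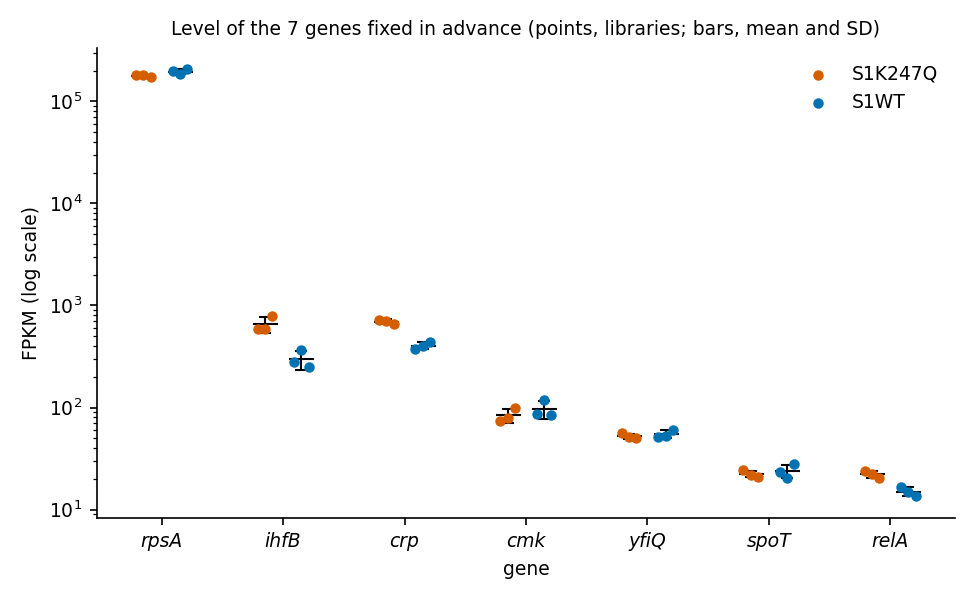
FPKM of the 7 genes fixed in advance, on a log axis, in each S1K247Q library (orange) and each S1WT library (blue), with the mean and SD of 3 libraries. crp lies at 694 FPKM in S1K247Q and 404 FPKM in S1WT, while spoT lies at 22.4 and 23.9 FPKM, within the spread of the libraries.

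The largest rises were in genes for arginine degradation and acetate uptake. astA (b1747), astB (b1745), astC (b1748) and astD (b1746), neighbours that encode the arginine succinyltransferase pathway, rose by log2 fold changes of 2.91, 2.71, 2.77 and 2.90, with adjusted p-values of at most 1.28e-05. astC, for example, reached 366 ± 32.0 FPKM in S1K247Q and 52.9 ± 4.87 FPKM in S1WT. acs (b4069), which encodes acetyl-CoA synthetase, reached 1063 ± 19.1 FPKM against 142 ± 6.79 FPKM, a 7.50-fold difference with a log2 fold change of 2.90 (SE 0.083, adjusted p = 6.80e-07).

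On the log2(FPKM + 1) scale, the largest fall was in ibpB (b3686), which encodes a small heat shock protein. It reached 1654, 1577 and 1417 FPKM in the S1WT libraries and 20.9, 19.6 and 16.9 FPKM in the S1K247Q libraries, where 25 to 35 fragments stood behind each value. The difference was 81.1-fold, with a log2 fold change of −6.27 (SE 0.12, adjusted p = 6.18e-08). The other 4 genes with the largest falls had at most 3 fragments in each S1K247Q library, so that only a lower bound can be given and their order relative to ibpB depends on the pseudocount. The small RNA gene ohsC (b4608) was at least 6.05-fold lower in S1K247Q, and kilR (b1352), a gene of the Rac prophage, was at least 15.5-fold lower. kilR varied among the S1WT libraries, at 92.2, 30.1 and 64.1 FPKM. rttR (b4425), which encodes another small RNA, was listed at 0 in all 3 S1K247Q libraries and was at least 6.72-fold lower. The tRNA gene valV (b1665) was also listed at 0 in all 3 S1K247Q libraries and was at least 2.94-fold lower, on 7 to 9 fragments in the S1WT libraries. Fragments of valV can be shared with near-identical tRNA genes, so its value is uncertain. ohsC and rttR are uncertain as well, because the counting was not stated to use strand.

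Finally, 8 gene sets were compared with all other genes. With camera, 7 of the 8 sets had an adjusted p-value under 0.05. Medians below are log2 fold changes relative to the median of all genes. The 53 ribosomal protein genes had a median of 0.71 (camera adjusted p = 1.58e-05), with 50 of the 53 above the median of all genes, and quantile normalization lowered the median to 0.30. The 34 genes for translation factors and aminoacyl-tRNA synthetases had a median of 0.77 (camera adjusted p = 1.58e-05). The median was 0.47 for 85 genes of carbon use activated by CRP and 0.74 for 55 stress genes dependent on RpoS (camera adjusted p = 3.99e-05 for each). The 3 genes of the lac operon had a median of 1.33 (camera adjusted p = 0.00239). IPTG, an inducer of this operon, was added to both strains, and without an uninduced library its induction was not measured. The 67 genes of amino acid biosynthesis had a median of 0.37 (camera adjusted p = 0.0396), and its camera call at the preset correlation was lost under 6 alternatives: without S1WT replicate 2 (adjusted p = 0.0504), with a pseudocount of 0.1, among genes with an FPKM of at least 10, among genes of at least 200 bp, and with voom without or with median scaling. Over these the adjusted p-value reached 0.0788. The median of 46 genes of flagella and chemotaxis was −0.67 (camera adjusted p = 0.00239), and it ranged from −1.17 with a pseudocount of 0.1 to −0.12 with a pseudocount of 5. In this set 12 genes had at most 3 fragments in each library of a strain, and with these at their bound the median was −0.45 relative to that of all genes. The 23 heat shock and chaperone genes did not differ from other genes as a set (camera adjusted p = 0.229), although ibpB belongs to it. Within the sets, the calls went both ways in most cases: among the genes activated by CRP, 26 were higher and 21 were lower in S1K247Q on FPKM as deposited, and 48 of the 85 passed when adjusted over the list alone, against 47 over all genes.

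The set calls rested on the preset correlation between genes. When it was estimated from the libraries, 0 of the 8 sets had an adjusted p-value under 0.05 and 1 had an unadjusted p-value under 0.05. With fry, which asks whether a set changed at all, 4 sets passed: ribosomal proteins, flagella and chemotaxis, heat shock and chaperones, and the lac operon.

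**Figure D3:**
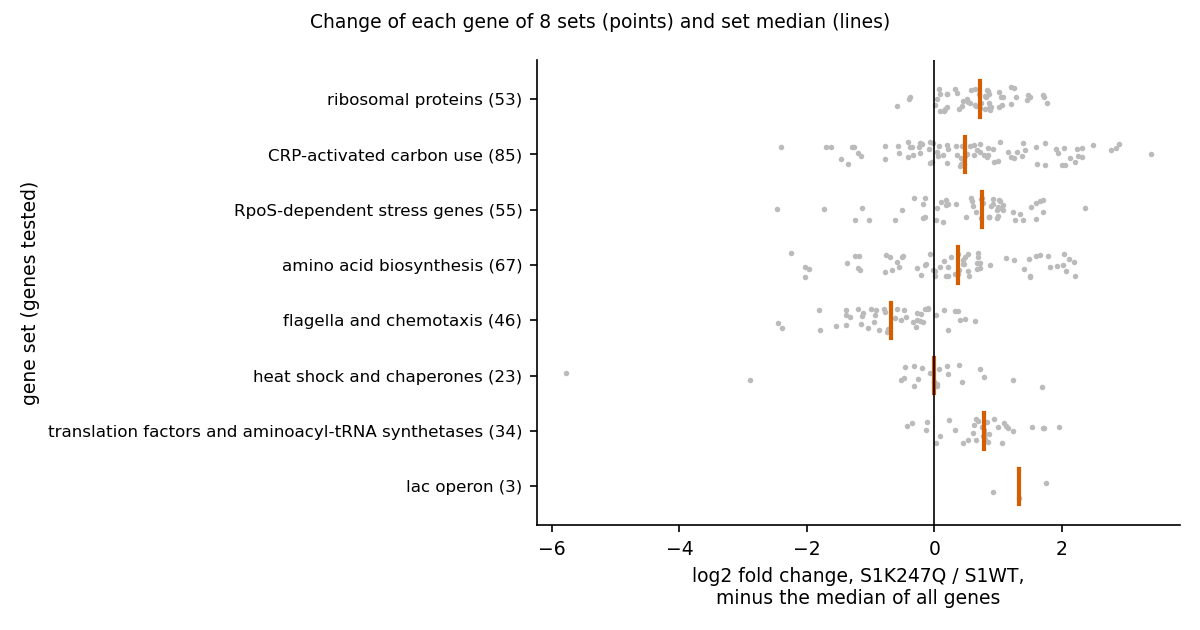
Each grey point is a gene of 1 of the 8 sets, placed by its log2 fold change between S1K247Q and S1WT minus the median of all genes, and orange lines mark the set medians. The ribosomal protein genes centre on 0.71 and the genes of flagella and chemotaxis on −0.67, while most sets hold genes on both sides of 0.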

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

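The number of genes that differed kept within 1.5 times its value under all alternatives, from 1325 with a minimum absolute log2 fold change of 1 to 2505 with a threshold of 0.05. The 6 fits that each left out 1 library gave from 1337 to 1547 genes, with 297 to 428 higher, 1030 to 1168 lower and a median log2 fold change of all genes from −0.53 to −0.44. The split depended on the scaling. Median scaling gave 924 higher and 801 lower genes (53.6% higher), quantile normalization gave 905 and 733 (55.3% higher), and voom with median scaling, added after seeing the data, gave 1065 and 913. Of the 1812 genes called on FPKM as deposited, 1222, 1153 and 1332 were called again under these settings, all in the same direction. The median log2 fold change of all genes, −0.49 on FPKM as deposited, was −0.075, 0.098 and −0.074 under them, which follows from their construction. It was −0.39 among genes with an FPKM of at least 10 in at least 3 libraries and −0.36 with a pseudocount of 5, which shrinks the changes of low genes. A minimum absolute log2 fold change of 1 left 215 higher genes.

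Of the genes whose mRNA levels the study compared, crp kept its direction and its side of the threshold under all 19 alternatives. relA passed the threshold with median scaling (0.99), quantile normalization (1.21), voom (0.55) and voom with median scaling (1.02). Genes near 0 changed sign when the median of all genes was moved. Under median scaling, quantile normalization and voom with median scaling, spoT was 0.37, 0.51 and 0.37, yfiQ was 0.40, 0.33 and 0.41, and cmk was 0.26, 0.093 and 0.27. rpsA was 0.33 under both median scaling and voom with median scaling. Of these reversed values, 2 passed the threshold, yfiQ (adjusted p = 0.00183) and rpsA (adjusted p = 0.000591) under voom with median scaling. Over the alternatives the adjusted p ranged from 0.00183 to 0.947 for yfiQ and from 0.000591 to 0.826 for rpsA. Rescaling without the 20 most abundant genes gave 0.027 for yfiQ. S1WT replicate 3 decided the sign of spoT and yfiQ: the fits that left out 1 library gave −0.18 to 0.028 for spoT and −0.10 to 0.016 for yfiQ, and among these fits both were positive only without it.

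The number of gene sets past the threshold was 7 with camera, 0 with an estimated correlation (1 at an unadjusted p-value under 0.05) and 4 with fry. The fits that left out 1 library gave 6 to 7 sets. The set of amino acid biosynthesis, at 0.37 relative to the median of all genes, was placed in the opposite direction by fry, which does not set a group of genes against the others. Set medians moved too. Relative to all genes, flagella and chemotaxis had a median of −0.67 on FPKM as deposited, −1.17 with a pseudocount of 0.1, −0.12 with a pseudocount of 5 and −0.28 after quantile normalization, which also gave 0.30 for ribosomal proteins and 0.46 for stress genes dependent on RpoS. Among single sets and the named genes other than rpsA, relA, spoT and crp, 16 values were weaker, 1 was stronger and 9 were reversed under an alternative, and 386 were the same. Array weights and eBayes without trend did not enter the camera test. The sets were therefore the same under these settings by construction.

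The replicate numbers did not pair the samples, since libraries with the same number had correlated deviations of 0.010, −0.052 and −0.17. The fit with the replicate block gave 1355 genes, 292 higher and 1063 lower, of which 1333 were among the 1812. edgeR and DESeq2 were not run, and limma voom was the test used on the recovered fragments. Depth limits the low genes: 194 of the genes tested had at most 3 fragments in each S1K247Q library, and with these at their bound the median log2 fold change of all genes was −0.46.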

Other observations

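The tests on gene length, on short genes, on genes near tRNA genes, on silent genes, on ibpB and on lacI were chosen only after the pattern had been seen in the data. Shares of matched lists describe these libraries, because genes are not independent replicates. Unchanged simulated lists fell among the lowest 5% of their matched lists in 34 of 400 runs. The simulated genes were independent, so this rate does not cover real lists whose genes change together.

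From plots of RNA-seq reads along the genes, the study described the mRNA levels of relA, spoT and crp as similar in both strains. It printed no fold change for them. Its case for altered translation also rested on RNA of ribosomes and on fluorescent reporters, which were not examined here. Here crp was 1.72-fold higher in S1K247Q, and the difference was larger than the spread between libraries. The difference in relA was smaller and passed the threshold under 4 of the alternatives. Of the 10 splits of the 6 libraries into equal groups, 1 gave as many genes with an adjusted p-value under 0.01, the real one. The other 9 gave 0 genes each, and between 13 and 110 at an unadjusted p-value under 0.05. With 10 splits the share cannot fall below 0.1, so the design is too small to exclude a chance difference between cultures on this count alone.

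The median log2 fold change of all genes was −0.49. If a few abundant genes took a larger share in S1K247Q, rescaling to the other genes would bring the median to about 0, but it stayed at −0.42 without the 20 most abundant genes. Library depth is also argued against, since thinning all libraries to the smallest total left −0.49. A uniform background in S1WT, such as genomic DNA, was tested by subtracting the FPKM at the 5th percentile of long genes from each library. The median of all genes was then −0.39, and that of 938 genes with a mean FPKM of at least 100 was −0.17, as before. Gene length is no full account either, because 1895 genes of at least 900 bp had a median of −0.36. The shift did depend on the level. Its median was −0.75 in the 434 genes with the lowest mean FPKM, −0.16 in the 434 with the highest, and −0.76 in 1824 genes with a mean FPKM under 20. The largest SD of library medians within a strain was 0.092. A difference in RNA quality or in ribosomal RNA removal was not tested, and a biological difference, such as fewer low-level transcripts in S1K247Q, stays open too.

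Genes under 200 bp were lower in S1K247Q, with a median of −1.43 over 358 genes, or −0.996 with the 91 genes at the floor in S1K247Q set at their bound. Their level in FPKM does not account for it. Of 10000 lists of genes of at least 900 bp matched on mean FPKM, 0 had as low a median, and the lowest was −0.39. The matched lists had a median of −0.13, above the −0.36 of all genes of at least 900 bp, so the short genes were not low in FPKM. The lists were not matched on fragments, so they cannot decide whether few fragments per gene play a part. tRNA genes had a median of −1.69 and genes for other noncoding RNAs −1.73. A loss of short RNA molecules during library preparation could lower such genes. It would spare short ribosomal protein genes, whose transcripts are longer than the gene. The 7 ribosomal protein genes under 200 bp nevertheless had a median 0.62 lower than the 46 longer ones (a difference of −0.62), and 1.68% of random draws gave as low a median. The 7 genes went both ways, from −0.48 to 1.23, within the range of the longer ones (−1.09 to 1.28). All lay above the median of all genes, the lowest by 0.013 and their median by 0.18, which such a loss allows. The test therefore cannot decide whether the loss is the whole cause, and the loss may contribute. Strand was not stated, and antisense reads in short genes were not tested.

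Genes of the lists called silent here, acquired from elsewhere, were lower in S1K247Q. Silent names the lists and not the measured level. For example, yadC of these lists reached 31.5 FPKM in S1WT and 11.6 FPKM in S1K247Q, where the median over all genes was 28.6 FPKM in S1WT. The 104 tested genes of the DLP12, e14, Rac and Qin prophages had a median of −1.56 (−1.35 at the bound), and each prophage had a median under −1.5. The 53 tested genes of silent fimbriae, the degenerate secretion system and the bgl operon had a median of −1.34 (−1.33 at the bound). Together, without those noticed earlier, the median of 145 genes was −1.36 (−1.27 at the bound), and 118 of them lay below the median of all genes. Leaving out 1 library gave −1.45 to −1.33. Level and length do not account for it, since 0 of 10000 matched lists had as low a median, with a lowest value of −1.20. For protein-coding genes near tRNA genes the evidence was weaker. Their median was −0.54, and without the runs noticed earlier it was −0.52, against −0.37 in matched lists. Of 10000 matched lists, 540 had as low a median, so these genes cannot be told apart from others of the same level and length.

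A candidate explanation for the silent genes is more silencing by H-NS in S1K247Q. hns, whose value was seen before this test, was higher in S1K247Q, at 4179 ± 118 FPKM against 1230 ± 199 FPKM (log2 fold change 1.78). cnu, which encodes a partner of H-NS, was lower (log2 fold change −4.77), and so was stpA, which encodes a paralogue of H-NS (log2 fold change −1.71, adjusted p = 0.000905). A list of 30 genes repressed by H-NS and outside the other lists had a median of −1.01, against −0.68 in matched lists. Of 10000 matched lists, 552 had as low a median, so H-NS cannot be told apart from level and length on these genes. The matched lists were drawn from all other genes, including those of the prophages, fimbriae and bgl. If H-NS lowered those genes too, it lowered the matched lists, and the test would understate its effect. Lists of 30 genes were not simulated, so a list that is too small and a small or absent effect cannot be separated. More silencing by H-NS stays open as a hypothesis. All libraries overexpressed S1, so a fall of these genes in S1K247Q cannot be told apart from a rise in S1WT.

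ibpB had the largest fall on the log2(FPKM + 1) scale among genes with more than 3 fragments in the S1K247Q libraries. ibpA, which lies next to it, fell too (log2 fold change −3.39). A lower heat shock response in S1K247Q may account for this. The other 22 genes of the set had a median of −0.48, against 0.065 in matched lists, and 143 of 10000 matched lists had as low a median. The set did not differ from all genes in camera, which takes no account of level, and abundant genes fell less than low ones in general. The response was not uniform: htpX (log2 fold change 0.74) and degP (1.19) were higher in S1K247Q, and 11 of the 22 lay below the median of all genes, so the fall shows against genes of the same level and length and not against all genes. A lower load of misfolded protein, for example from the overexpressed S1, was not tested.

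lacI ranked 6 by mean FPKM among 4511 genes, at 25596 ± 1879 FPKM in S1K247Q and 39454 ± 2130 FPKM in S1WT (SD, n = 3 each). Its mean was 9.57 times that of the highest of 32 other genes for transcription factors, ihfA, while lacZ and lacY ranked 524 and 986. This is consistent with reads of a plasmid-borne lacI being counted at the chromosomal gene, as many inducible plasmids carry lacI. How far above the other genes it had to lie was not fixed in advance, and the plasmid sequence was not used here. csrB, a small RNA noticed after its values were seen, was also higher in S1K247Q, at 46465 ± 4678 FPKM against 10127 ± 860 FPKM.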
